# Inhibition of interleukin-1 receptor-associated kinase (IRAK)-4 provides partial rescue of interleukin-1 beta induced functional and gene expression changes in equine tenocytes

**DOI:** 10.1007/s11033-025-11219-2

**Published:** 2025-11-06

**Authors:** Ross Eric Beaumont, Caroline Flood, Deborah Jane Guest

**Keywords:** Tendon, Inflammation, Horse, Interleukin-1 Receptor-Associated kinases, Interleukin-1beta, Nuclear factor kappa-light-chain-enhancer of activated B cells

## Abstract

**Background:**

Interleukin 1 beta (IL-1β) is upregulated following a tendon injury and in vitro studies have shown that it leads to numerous negative effects on tendon cell function and gene expression. IL-1β activates nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) and we hypothesised that inhibiting NF-κB activation would mediate the negative effects of IL-1β on equine tendon cells in 3-dimensional (3D) cultures.

**Methods and results:**

Here, we tested three inhibitors of NF-κB signalling (Bortezomib, BAY11-7082 and Wedelolactone) along withTJ-M2010-5, an inhibitor of MyD88, which is a critical adaptor protein for mediating IL-1β signalling. None of these inhibitors were able to rescue gel contraction by equine tenocytes exposed to IL-1β in 3D culture. However, the daily application of the interleukin-1 receptor-associated kinase (IRAK)−4 inhibitor PF-06650833 resulted in a partial rescue of collagen contraction and interleukin-6 (IL-6) production by equine tenocytes in 3D culture. Global gene expression using RNA sequencing also revealed a partial rescue, although this was not as complete as that achieved using interleukin-1 receptor antagonist protein (IL1Ra), with many inflammatory pathways remaining upregulated. *ENPP2* expression was significantly increased by IL-1β and rescued by both IL1Ra and PF-06650833 suggesting ENPP2 may be involved in collagen contraction. However, direct ENPP2 inhibition does not rescue IL-1β mediated inhibition of contraction and ENPP2 inhibition alone reduces collagen contraction.

**Conclusions:**

Together, this data demonstrates that IL-1β has a broad mechanism of action on tendon cells which cannot be fully mediated by targeting specific parts of the signalling pathway.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11033-025-11219-2.

## Introduction

Tendon injuries occur commonly in humans [1] and horses [2]. To understand more about tendon injury pathogenesis and repair, in vitro studies using tendon cells (tenocytes) are widely performed. 3-dimesional (3D) systems provide a more physiologically relevant model of the native in vivo tendon environment compared to 2-dimenstional (2D) plastic culture. As the tendon is predominantly made of collagen type I, the use of a collagen matrix enables cellular binding and matrix interaction that is more similar to the native tendon than synthetic matrices [3]. 3D culture in a collagen gel can promote tendon differentiation of mesenchymal stromal cells (MSCs) [4] and embryonic stem cells (ESCs) [5]. Furthermore, we have previously demonstrated that such 3D culture allows transcriptomic differences between the tendon cells from different developmental stages to be preserved [6]. During 3D culture, tenocytes remodel the collagen gel, by aligning the collagen fibres and contracting the gel to decrease its size down to around 20% of its starting size [5, 6]. Collagen gel contraction therefore provides a useful outcome of tenocyte function and the rate of contraction can be altered in response to the growth factors and cytokines that are upregulated in the injured tendon [7–11]. Following a tendon injury there is a significant upregulation of inflammatory cytokines, with interleukin-1 beta (IL-1β) being found commonly in both horse and human tendon injury [12–14]. We have demonstrated that IL-1β has negative effects on equine tenocytes cultured in both 2D and 3D culture, eliciting changes in gene expression, inducing interleukin-6 (IL-6) production and significantly inhibiting their ability to contract a collagen gel [8, 9, 11].

Persistent inflammation is likely to contribute to the poor natural regeneration of the tendon [15] and methods to modulate inflammation have been widely investigated. Non-steroidal anti-inflammatory drugs (NSAIDs), while effective in relieving pain, may not be beneficial for tendon healing [16]. MSCs have been investigated for their anti-inflammatory effects [17–20] and have been widely used to treat horse tendon injuries [21]. Although some reports have shown positive effects in modulating IL-1β induced changes [20, 22], other studies have demonstrated little benefit [8]. Novel methods to reduce the negative impact of inflammation are therefore required.

IL-1β induces the nuclear translocation and DNA binding of the transcription factor nuclear factor kappa B (NFκB) [8, 11]. NFκB is usually composed of a heterodimer of p65 (RelA) and p50. It is constitutively located in the cytoplasm where it is bound by inhibitor of κBα (IκBα). In response to stimulation (e.g. by IL-1β or other inflammatory cytokines), IκBα is phosphorylated by IκB kinase (IKK) and subsequently undergoes proteasomal degradation. This unmasks the nuclear localisation signal from the p65/p50 dimer which gets phosphorylated and translocates to the nucleus where it can activate gene expression.

We previously tested two inhibitors of NFκB, JSH23 and IMD0354, that block NFκB translocation and inhibit IKKβ respectively [23, 24]. However, they failed to rescue IL-1β induced changes in 2D gene expression, 3D collagen gel contraction or 3D IL6 production [9]. In contrast, PF-06650833 which inhibits IRAK-4, a downstream kinase of the IL1 receptors which mediates NFκB signalling [25], modestly attenuated IL-1β induced changes in 2D gene expression, despite not rescuing 3D collagen gel contraction or 3D IL6 production when applied simultaneously with IL-1β [9].

In the present study we tested an additional three inhibitors that act on NFκB signalling: Bortezomib, a proteasome inhibitor [26], BAY11-7082 and Wedelolactone, both of which inhibit the phosphorylation of IκBα [27, 28]. We also tested TJ-M2010-5, an inhibitor of MyD88 [29], which is an adapter protein that recruits IRAK to the IL-1 receptor complex following IL-1β stimulation [30]. Finally, we determined the ability of daily application of PF-06650833 to modulate the global gene expression changes produced by IL-1β in equine tenocytes cultured in 3D and interrogated the results to identify genes which may be involved in mediating collagen contraction.

## Methods

### Tendon cell isolation and culture

Primary tendon cells were isolated post-mortem from the superficial digital flexor tendon of eight Thoroughbred or Thoroughbred-type horses (aged between 2 and 11 years. Six horses were male, two were female). Horses had been euthanised for reasons unrelated to the project and the cells were collected and used with the approval of the Royal Veterinary College Clinical Research Ethical Review Board (URN 2020 2017-2). Tendon tissue was cut into small pieces and fully digested with 1 mg/ml type 1 collagenase (Sigma-Aldrich, Dorset, UK) overnight at 37 °C, 5% CO_2_ to isolate the tendon cells as previously described [5]. Tendon cells were cultured in Dulbecco’s modified eagle medium (DMEM) supplemented with 10% fetal bovine serum, 2 mM L-glutamine, 100 U/ml penicillin and 100 µg/ml streptomycin (all Thermo Fisher Scientific, Hemel Hempstead, UK). Cells were cultured at 37 °C, 5% CO_2_ and passaged every 3–4 days with 0.25% trypsin-EDTA (Sigma-Aldrich). Cells were used between passage 4 and 7 for all experiments as we and others have previously demonstrated that although gene expression profiles can occur change between passage 0 and some very early passages, they then remain largely stable up to passage 10 [6, 31, 32]. No correlations were observed between any measured outcome and either donor age or passage number.

### 3D culture

3D culture was performed as described previously [5, 9]. 6-well plates were coated with Dow Corning Sylgard 184 Silicone elastomer (Farnell, Leeds, UK) and three pairs of 0.2 mm diameter minutien pins (Interfocus fine science tools, Cambridge, UK) were embedded 15 mm apart in each well. Tendon cells at a density of 4 × 10^5^ cells/ml were suspended in a mix of eight parts bovine collagen type 1 (PureCol; Advanced Biomatrix, Carlsbad, USA) and two parts tendon growth media with the pH adjusted to 7.2–7.6. 200 µl of the collagen-cell mix was then pipetted between each pair of minutien pins and incubated at 37 °C for 60–90 min to allow collagen setting. Tendon growth media (plus or minus IL-1β and/or inhibitors) was then added to the constructs and they were cultured at 37 °C, 5% CO_2_ for 14 days with the media replaced every 3–4 days. The constructs were imaged daily and gel width was measured using ImageJ (National Institutes of Health, USA). Gel contraction over time is shown as a percentage of the gel size at day 0 [5].

IL-1β (Peprotech, London, UK) was used at a dose of 17 ng/ml [8, 9, 11] and was added every 3–4 days during the media changes. Information on the dosage and frequency of application of each inhibitor is detailed in Table 1.

**Table 1:** The inhibitors used in this study

Name	Target	Low dose	High dose	Supplier	Administration	Dosage References
Bortezomib	26 S proteasome	20 nM	100 nM	Universal Biologicals	Every 3–4 days	[33, 34]
BAY11-7082	IKK	5 µM	15 µM	Cambridge Bioscience	Every 3–4 days	[35, 36]
Wedelolactone	IKK	1 µM	10 µM	Cambridge Bioscience	Every 3–4 days	[37]
TJ-M2010-5	MyD88	10 µM	20 µM	Cambridge Bioscience	Every 3–4 days	[29]
PF-06650833	IRAK4	100 nM	N/A	Cambridge Bioscience	Daily	[9, 38]
GLPG1690	ENNP2	1 µM	5 µM	Cambridge Bioscience	Every 3–4 days	[39]

### Interleukin 6 ELISA

IL6 was measured in the media of tendon cells cultured in 3D for 14 days under control conditions, the daily addition of 100 nM PF-06650833 alone, the addition of 17 ng/ml IL-1β alone every 3–4 days, or the combined application of 17 ng/ml IL-1β every 3–4 days and the daily addition of 100 nM PF-06650833. Media was briefly centrifuged at room temperature for 2 min 10,000 xg to remove any cell debris and stored at −70 °C until use. IL6 was measured using an equine IL6 ELISA (R&D systems, Minneapolis, US) according to the manufacturer’s instructions. Each biological replicate (five in total) was measured in duplicate on a Tecan plate reader (Infinite M Plex; Tecan, Mannedorf, Switzerland) using colorimetric detection at 450 nm with background correction at 540 nm. Sample concentrations were calculated with Assayfit Pro (AssayCloud, Netherlands) using an eight-point standard curve with four parameter logistic regression.

### RNA extraction and sequencing

Five biological replicates of equine tenocytes at passage 6 and 7 were used in RNA sequencing. These were the same biological replicates that were used in our previous study to allow the new data to be compared to our existing data using tendon cells cultured in 3D for 14 days with and without exposure to 17 ng/ml IL-1β (previous RNA sequencing data are available through NCBI GEO (https://www.ncbi.nlm.nih.gov/geo/.) under accession number GSE221370) [9]). In this study, nine collagen gels containing tenocytes that had been exposed to PF-06650833 alone, or IL-1β plus PF-06650833 for 14 days in 3D culture were harvested directly into TRI Reagent (Sigma-Aldrich) and mixed via pipetting and vortexed to completely disaggregate the gels. The RNA was isolated using a RNeasy mini kit (Qiagen, Manchester, UK). Contaminating genomic DNA was removed using a DNA-free kit (Thermo Fisher). RNA concentrations were measured using a DeNovix DS-11 Spectrophotometer (DeNovix, Wilmington, USA) and 260/280 ratios were confirmed to be ~ 2.0). RNA integrity was measured on a Tapestation (Agilent, Milton Keynes, UK) and confirmed to be >9.0. mRNA libraries and transcriptome sequencing were performed by Novogene (Cambridge, UK) on an Illumina NovaSeq 6000 to generate 31.2–41.4 million 150 bp paired-end reads per sample. Standard quality control was performed using FASTQC (version 0.11.9; Babraham Bioinformatics, Cambridge, UK). Reads did not require trimming or filtering due to the high sequence quality and minimal adapter content. Reads were aligned to the Equus caballus transcriptome obtained from the National Centre for Biotechnology Information (NCBI) EquCab3.0 GCF_ 002863925.1 using the pseudoaligner Salmon (version 1.8) [40] in Quasi-mapping-based mode with GC-bias correction. Tximport (version 1.24) [41] was used to import the quantified gene abundance data into R studio (version 4.2.1).

### Statistical analysis

The differential expression analysis of RNA sequencing data was carried out using DESEq2 (version 1.36) [42]. Genes with an adjusted p value (p-adj) of < 0.05 and a log_2_ fold change (Log_2_FC) of ± 1 were considered to be differentially expressed. Gene Ontology (GO) and KEGG pathway analysis [43] were carried out using ShinyGO (version 0.80) [44]. RNA sequencing was performed using five biological replicates which we have previously demonstrated gave us over 80% power to detect a Log2FC of ± 1 at a significance level of 5% [9].

Initial screening of the effect of inhibitors was performed on two biological replicates due to the consistent failure for any rescue effect on gel contraction and therefore statistical analysis was not performed. Likewise, the ENPP1 inhibitor was only tested on two biological replicates due to its negative effects on gel contraction and consistent failure to rescue collagen gel contraction. This data did not undergo statistical analysis.

For data that had a minimum of three biological replicates statistical analysis was performed using SPSS (version 28.0; IBM, UK, SPSS (RRID: SCR_002865)). Normality of data was checked using the Shapiro-Wilk test and the Levene’s test of homogeneity was used to determine the distribution of variances. The effect of PF-06650833 on collagen gel contraction was analysed using a two-way mixed ANOVA with Bonferroni post hoc correction for multiple comparisons. The effect of PF-06650833 on IL6 secretion was analysed using a Kruskal-Wallis test followed by a Dunn’s post hoc test with Bonferroni correction. In all cases *p* < 0.05 was considered statistically significant. These experiments were performed using five biological replicates which has over 80% power to detect a two-fold change in gel contraction (treatment versus control) at a significance level of 5% (ClinCalc.com and [8–10]).

## Results

### Inhibitors of NFκB and MyD88 do not rescue IL-1β induced changes in collagen gel contraction

As previously reported [9], IL-1β significantly inhibits collagen gel contraction over a period of 14 days of culture (Figs. 1 and 2A). In the absence of IL-1β, the collagen gels reach ~ 20% of their starting size. Whereas in the presence of IL-1β, the collage gels only reach about 40% of their starting size (Figs. 1 and 2A). Two doses of each inhibitor were tested for their ability to prevent the detrimental effects of IL-1β on collagen contraction by equine tendon cells. The NFκB inhibitor BAY11-7082 on its own at the low dose of 5 µM had no effect on collagen contraction, but did not rescue IL-1β induced changes. The high dose of BAY11-7082 (15 µM) on its own or in combination with IL-1β resulted in almost complete failure of gel contraction suggesting it was toxic to the cells (Fig. 1A). Similarly, the NFκB inhibitor Wedelolactone had no effect on collagen contraction at a low dose (1 µM) but the high dose (10 µM) alone inhibited collagen contraction and neither dose provided any rescue of the IL-1β induced changes (Fig. 1B). The proteosome inhibitor Bortezomib had negative effects on gel contraction when used on its own at both low (20 nM) and high (100 nM) doses and could not rescue the IL-1β induced changes (Fig. 1C). The MyD88 inhibitor (TJ-M2010-5) inhibited collagen contraction when used alone at low (10 µM) and high doses (20 µM) and did not show any rescue of the IL-1β induced changes.

**Fig. 1:**
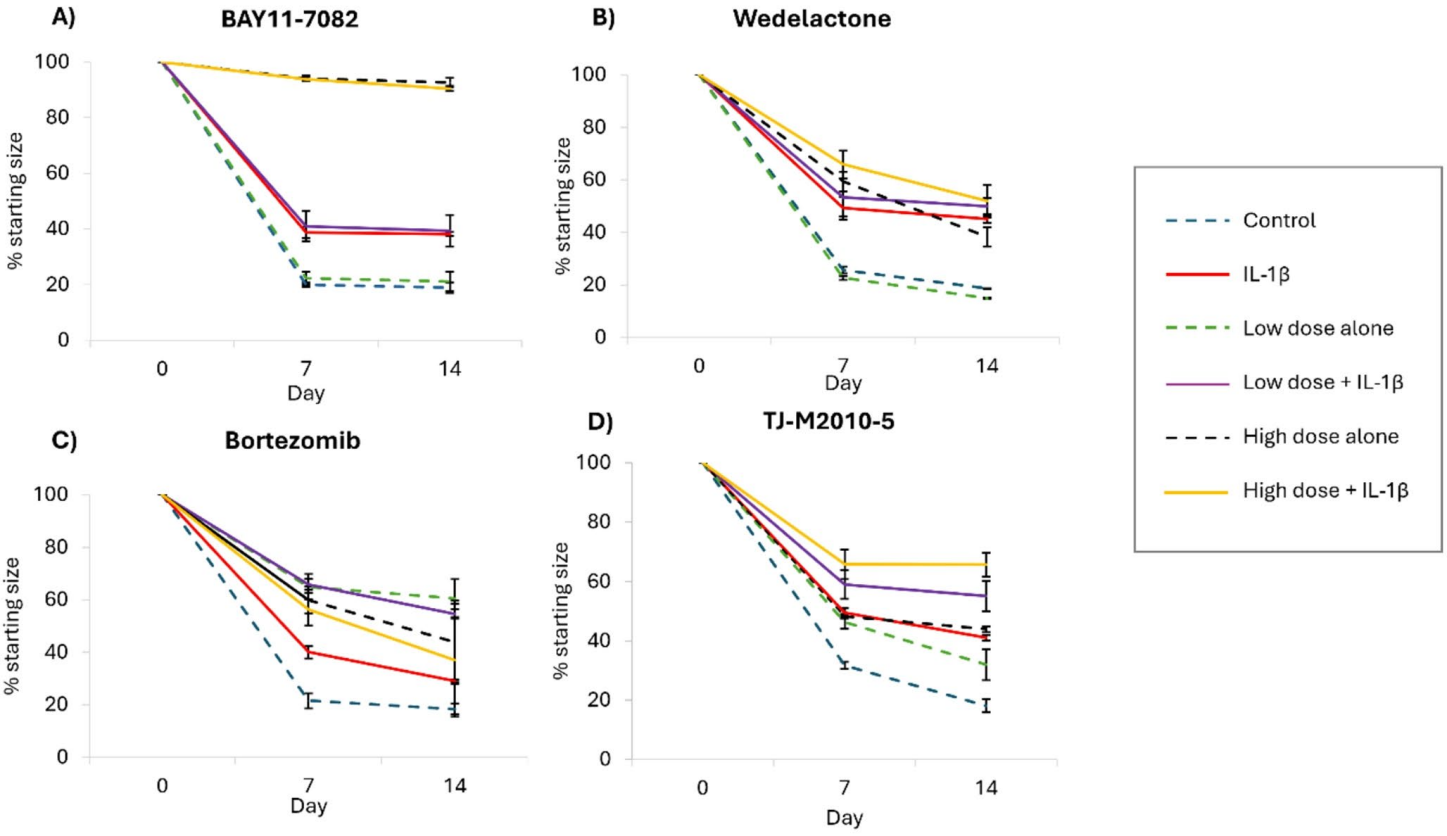
Inhibitors of NFκB (**A**, **B**, **C**) and MyD88 (**D**) do not prevent the detrimental effect of IL-1β on collagen gel contraction. Gel contraction is shown as a percentage of the starting size. Control gels (blue dash line) contract to ~ 20% of their starting size. IL-1β alone (red line) reduces contraction to ~ 40% of their starting size. Low and high doses of each inhibitor alone are shown with the green and black dashed lines respectively. The low dose plus IL-1β and the high dose plus IL-1β are shown with purple and yellow lines respectively. Error bars represent the s.e.m of two biological replicates each consisting of 2–3 collagen gels per condition

### Daily application of the IRAK-4 inhibitor PF-06650833 enables the partial rescue of collagen gel contraction and IL6 production

We had previously demonstrated that the IRAK-4 inhibitor PF-06650833 could modestly attenuate IL-1β induced gene expression changes in 2D culture but when applied in 3D culture at the same time as the addition of IL-1β (i.e. every 3–4 days) it had no effect on IL6 production or collagen contraction [9].

Here, we determined if the daily application of PF-06650833 would enable the rescue of collagen contraction when IL-1β was continued to be applied every 3–4 days. When applied under these conditions, collagen gels exposed to a combination of PF-06650833 and IL-1β were no longer significantly different in starting size compared to control gels, although there remained a trend for them to be slightly less well contracted at day 14. Similarly, IL-1β induced IL6 production after 14 days of culture was reduced by the daily application of PF-06650833 and no longer significantly differently to the control, although the levels tended to remain higher.

**Fig. 2:**
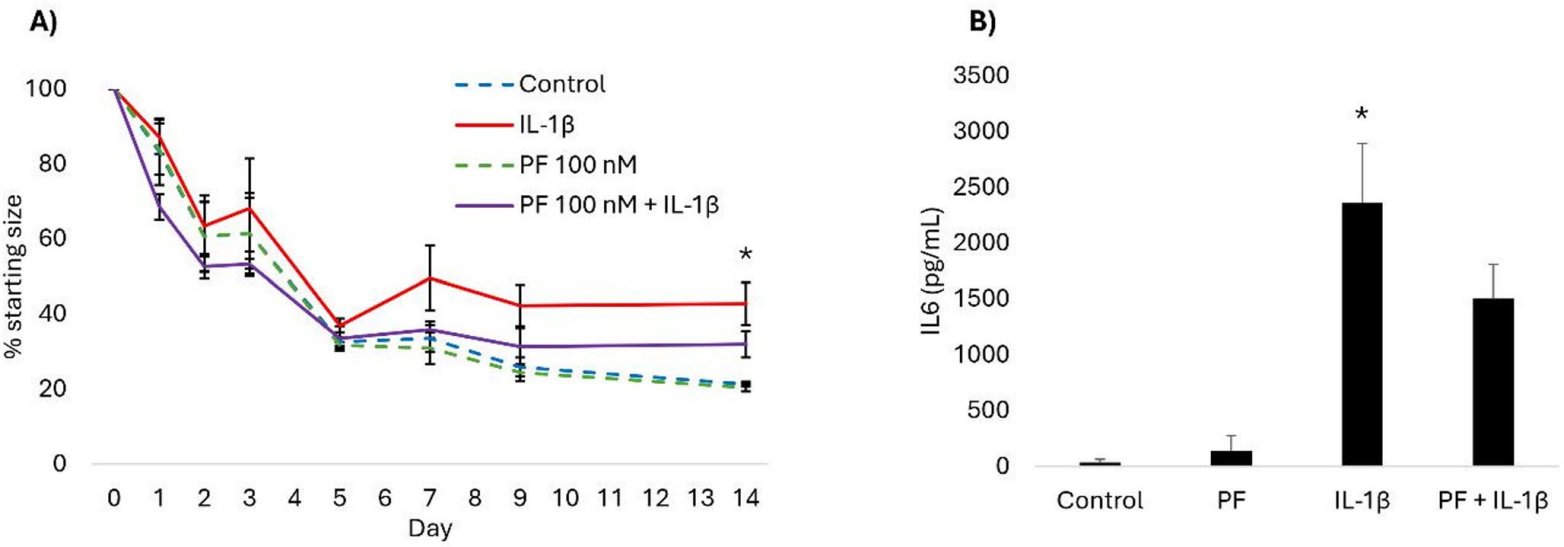
The daily application of the IRAK-4 inhibitor PF-06650833 modulates IL-1β induced changes in 3D gel contraction and IL6 production. **A** PF-06650833 alone (PF, green dashed line) has no effect on collagen gel contraction compared to the control (blue dashed line). IL-1β alone (red line) significantly impairs collagen contraction after 14 days of culture (*p < 0.05 IL-1β versus control). The combination of PF-06650833 and IL-1β (purple line) results in collagen gels which are not significantly different to the control. Error bars represent the s.e.m of five biological replicates. **B** After 14 days of culture, the 3D collagen gels produce little IL6 under control conditions, or when exposed only to PF-06650833. IL-1β results in a significant increase in IL6 production (*p < 0.05). The combination of PF-06650833 and IL-1β reduces IL6 production which is no longer significantly different to the control

### Daily application of the IRAK-4 inhibitor PF-06650833 enables the partial rescue of the global gene expression changes induced by IL-1β

After 14 days 3D collagen gels containing equine tenocytes that were cultured under control conditions, IL-1β alone (added every 3–4 days), PF-06650833 alone (added daily) and IL-1β plus PF-06650833 were analysed in bulk RNA-sequencing. 

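Of these 4 groups, the libraries of PF-06650833 alone and of IL-1β plus PF-06650833 were analysed here, with 5 libraries in each group, and the control and IL-1β alone libraries were not used here. The tenocytes of 5 donors gave 1 library to each group. The donors are called donors 1 to 5 in what follows. The cells were in 3D culture for 14 days with PF-06650833, an inhibitor of the kinase IRAK-4, added daily at 100 nM, and IL-1β was added at 17 ng/ml every 3 to 4 days. The authors assigned reads to the transcripts of the EquCab3.0 horse genome with Salmon, summed them to genes with tximport, and deposited variance-stabilized log2 values for 29196 genes. On this scale a gene with 0 reads has the value 3.433, and 7898 genes had that value in all 10 libraries. The values were those of Supplementary file 2 for the 1081 genes that could be compared, with a largest difference of 4.9e-05, and that sheet lists 20 libraries. Inverting the variance-stabilizing transformation gave normalized counts, and the spacing of the lowest values gave the normalized count of 1 read in each library. Between 72.9% and 87.9% of the low values of a library lay within 0.15 of a whole read, against 30% for evenly spread values. The reads on genes estimated in this way numbered between 26419133 and 35762555 per library with PF-06650833 alone, with a median of 32386758. They numbered between 26708240 and 33388339 with IL-1β plus PF-06650833, with a median of 29713318. These estimates describe the depth, and the deposited log2 values were used in the tests. The 17992 genes above the value of 0 reads in at least 5 of the 10 libraries were tested with limma, with a mean-variance trend and Benjamini-Hochberg adjustment, and a gene was counted as differentially expressed at an adjusted p below 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper. Because variance stabilization compresses differences between low values, log2 fold changes of genes with few reads are understated on this scale.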

The control and PF-06650833 alone groups were most similar (Fig. 3A), although there were still 1103 differentially expressed genes between these two groups (Fig. 3B). The IL-1β plus PF-06650833 group, clustered in between the IL-1β alone group and the control group on PC1 which explained 39.5% of the variance (Fig. 3A). As previously demonstrated [9], IL-1β alone leads to the differential expression of 2456 genes (Fig. 3B). When comparing PF-06650833 alone to IL-1β alone there are 3901 differentially expressed genes, but this is reduced to 1202 genes when comparing PF-06650833 plus IL-1β to IL-1β alone. Only five pathways are over-represented by these genes (Supplementary Fig. 1E), but they include ECM-receptor interaction, cytokine-cytokine receptor interaction, TNF signalling subpathway and NFκB signalling pathway. The majority of these pathways are also overrepresented by genes that are differentially expressed when comparing control and IL-1β alone (Supplementary Fig. 1 A), suggesting that the expression of the genes in these pathways have not been fully rescued by PF-06650833. Similarly, the comparison of PF-06650833 alone versus PF-06650833 plus IL-1β has 1753 differentially expressed genes (Fig. 3B). 

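Between PF-06650833 alone and IL-1β plus PF-06650833, 1202 of the 17992 tested genes were differentially expressed by limma, of which 560 were higher and 642 lower with IL-1β plus PF-06650833. With the replicate number, which stands for the donor, as a block, 1486 genes were differentially expressed, 721 higher and 765 lower, and 1195 genes were found with and without the replicate block. The libraries of the same donor deviated together from their group means, with a mean correlation across genes of 0.433 over 5 pairs, against -0.107 over the 20 pairs of different donors. Genes are not independent replicates, so these correlations carry no test. Of the 1202 genes, 1174 changed in the same direction in all 5 donors. Of all 17992 tested genes, 2284 (12.7%) had groups that did not overlap, which chance gives in 0.794% of genes. The median log2 fold change of all tested genes was -0.01. The count moved most when the minimum fold change was left out, to 2782 genes at an adjusted p below 0.05, and 3996 with the replicate block. From its comparisons of the 4 groups taken as a whole, the paper proposes that PF-06650833 changes global gene expression to some extent by itself and partially rescues the changes caused by IL-1β.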

Taken together this suggests while PF-06650833 alone results in some changes to global gene expression, it can partially rescue the global gene expression changes caused by IL-1β.

**Fig. 3:**
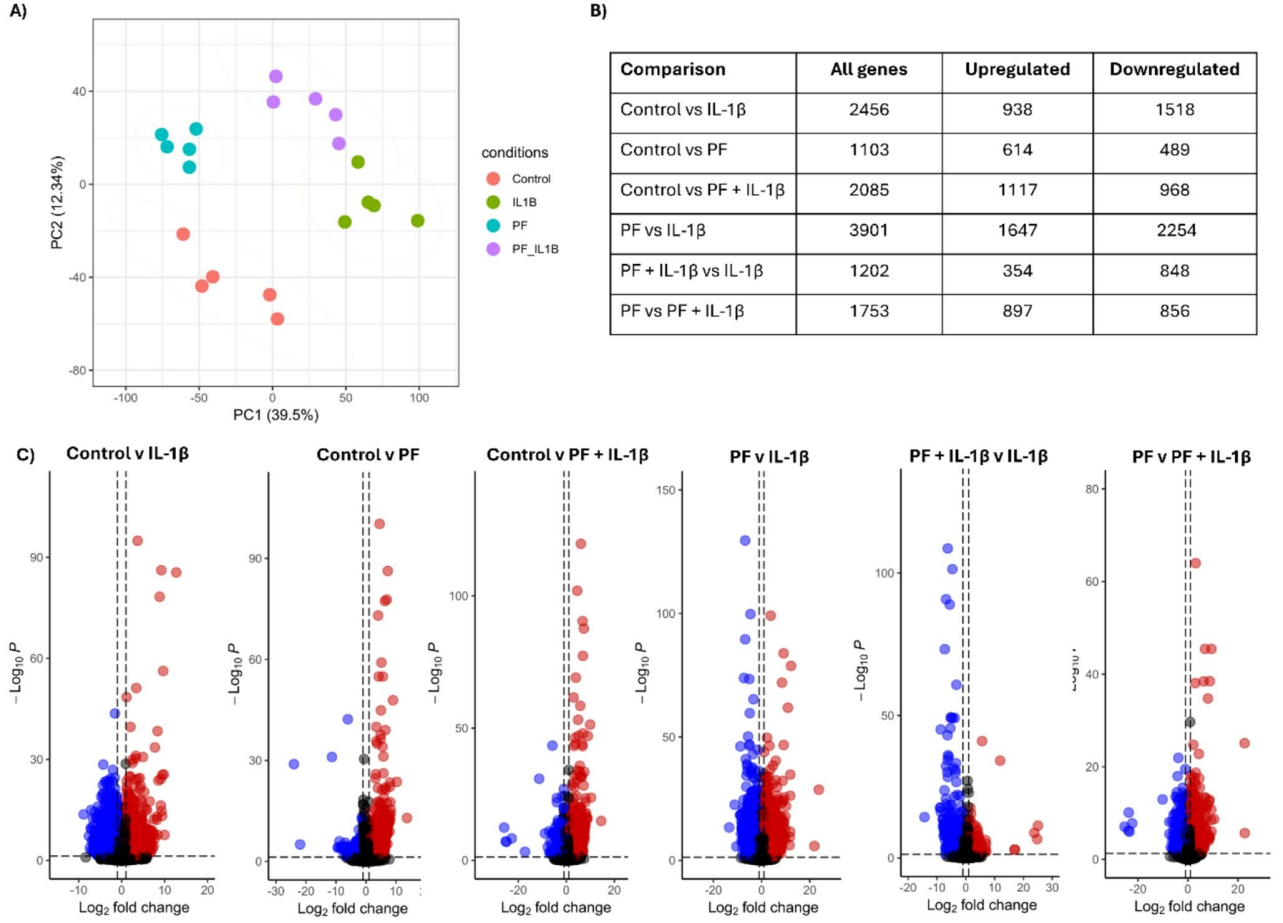
Transcriptomic responses of tenocytes cultured in 3D for 14 days in response to IL-1β and/or the IRAK-4 inhibitor PF-06650833. **A** PCA of global gene expression profiles from five biological replicates in control (red), IL-1β (green), PF-06650833 alone (blue) and IL-1β plus PF06650833 (purple). **B** Number of differentially expressed genes and their direction of change for each of the comparisons. **C** Volcano plots depicting the upregulated genes (red) and downregulated (blue) differentially expressed genes between each pairwise comparison. Differentially expressed genes had a log2FC > 1 and padj < 0.05

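In a principal component analysis of the 10 libraries with PF-06650833, PC1 explained 43.8% of the variance and separated the groups. PC1 scores lay between -60.9 and -37.9 with PF-06650833 alone and between 18.4 and 69.8 with IL-1β plus PF-06650833 (exact two-sided permutation test, p = 0.00794, the smallest that 5 libraries against 5 allow). PC2 explained 16.5% of the variance, and 90.2% of the variance of its scores lay between donors. With the 500 most variable genes PC1 explained 57.8%, and the groups stayed apart.

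Among the differentially expressed genes that have a gene symbol and changed in the same direction in all 5 donors, IL6 had the largest increase with IL-1β plus PF-06650833. Its log2 expression was 6.29 ± 1.83 (SD, n = 5) with PF-06650833 alone and 15.08 ± 0.77 (SD, n = 5) with IL-1β plus PF-06650833, a log2 fold change of 8.79 (standard error 0.75, adjusted p = 1.07e-04 from limma). The next largest increases among these genes were those of CXCL6 (log2 fold change 8.32), CSF3 (7.86), CXCL8 (7.65) and PTGS2 (7.09), with adjusted p-values from limma between 1.78e-05 and 4.23e-04. CXCL6 and CXCL8 belong to a family of similar chemokine genes between which reads can be shared, so their values are less certain. The largest decreases among them were those of ACAN, from 12.75 ± 0.63 (SD, n = 5) to 6.46 ± 1.22 (SD, n = 5), a log2 fold change of -6.29 (standard error 0.52, adjusted p = 9.80e-05 from limma), and of ASPN (log2 fold change -5.94), SFRP2 (-5.18), ITGA11 (-5.11) and NELL2 (-5.08). Of these 10 genes, ASPN varied most between the donors with IL-1β plus PF-06650833, with an SD of 2.84. All 10 genes were also differentially expressed with the replicate block.

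**Figure D1:**
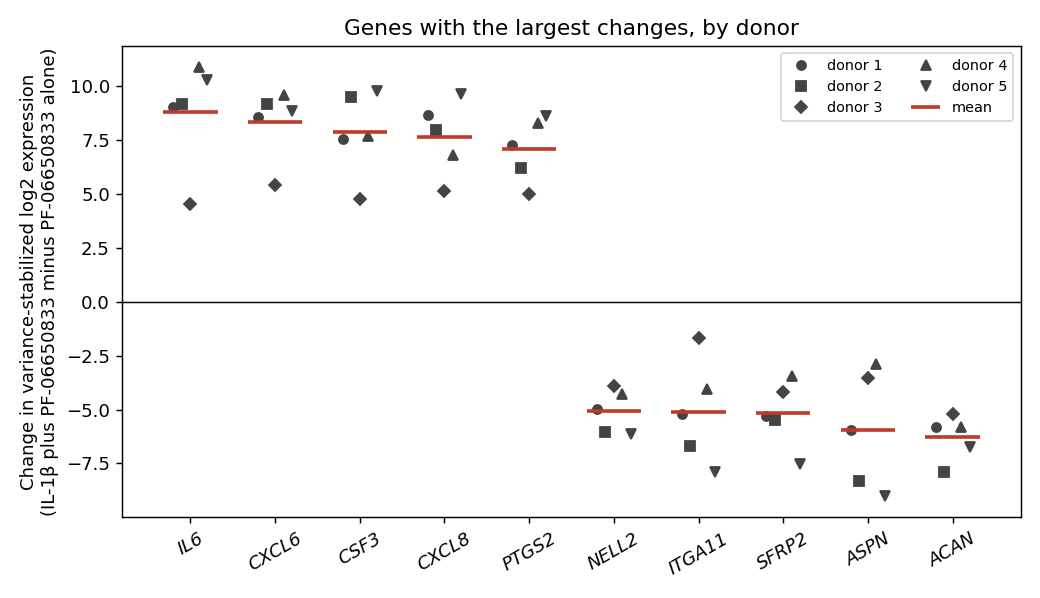
Change in variance-stabilized log2 expression from PF-06650833 alone to IL-1β plus PF-06650833 (vertical axis) for the 5 genes with the largest increases and the 5 with the largest decreases among differentially expressed genes with a gene symbol that changed in the same direction in all 5 donors. Each point is 1 donor and each red line the mean of 5 donors. The mean of IL6 is 8.79 and that of ACAN -6.29.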

### Pairwise analysis of the DEGs demonstrates that many of the genes that are not rescued by PF-06650833 are involved in inflammation signalling

Pairwise comparisons of the differentially expressed genes were then performed to compare negative control (control v PF) with groups where partial rescue was observed (control v PF + IL-1β and PF v PF + IL-1β). This was used to identify common and unique differentially expressed genes. These comparisons demonstrated that there are around 1400 genes that are differentially expressed in response to IL-1β that are not rescued by PF-06650833 and these genes are involved in pathways such as cytokine signalling and ECM-receptor interactions (Fig. 4A and B). 

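Of the comparisons in Fig. 4A and B, the data of PF-06650833 alone against IL-1β plus PF-06650833 were analysed here, over all its differentially expressed genes. The genes of this comparison were not split by their overlap with control against PF-06650833, since the control libraries were not used here. The families of genes were lists of symbols written before the data were examined, in place of the pathway annotation of ShinyGO, and were tested against all tested genes with a two-sided Fisher's exact test and Benjamini-Hochberg adjustment over 10 families. Of 119 tested cytokines, chemokines and their receptors, 37 were differentially expressed, 32 higher and 5 lower with IL-1β plus PF-06650833 (odds ratio 6.47, 95% confidence interval 4.25 to 9.70, adjusted p = 7.90e-15). With the replicate block 41 of them were (odds ratio 5.97, adjusted p = 5.86e-15). Of 76 genes of the extracellular matrix and its receptors, 16 were differentially expressed, 5 higher and 11 lower (odds ratio 3.76, 95% confidence interval 2.02 to 6.64, adjusted p = 6.80e-05), and 22 with the replicate block (odds ratio 4.58, adjusted p = 1.98e-07). At an adjusted p below 0.01 per gene this family no longer passed (odds ratio 2.45, adjusted p = 0.064), and over all alternatives other than camera its adjusted p ranged from 3.01e-08 to 0.0903. Of 87 genes of TNF and NFκB signalling, 26 were differentially expressed, 24 higher and 2 lower (odds ratio 6.06, 95% confidence interval 3.66 to 9.78, adjusted p = 2.11e-10), and 27 with the replicate block (odds ratio 5.07, adjusted p = 2.70e-09). Some genes, such as CXCL6, are members of more than 1 family, so the families are not independent. Genes within a family can also be regulated together, and all were measured in the same 5 donors. Fisher's exact test takes them as independent. Its p-values and confidence intervals, here and below, therefore do not measure the spread between donors.

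The cytokine genes with the smallest adjusted p were CXCL2, MIP-2BETA and CXCL1, similar genes between which reads can be shared. CXCL2 rose from 4.49 ± 0.29 (SD, n = 5) to 11.32 ± 0.75 (SD, n = 5) on the log2 scale (adjusted p = 4.64e-06 from limma). In the matrix family these were the integrin genes ITGB8 (log2 fold change 3.08) and ITGB4 (3.43) and the thrombospondin gene THBS2 (-3.53). In TNF and NFκB signalling they were CXCL6, NFKB2 (log2 fold change 1.32) and NFKBIZ (2.92).

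**Figure D2:**
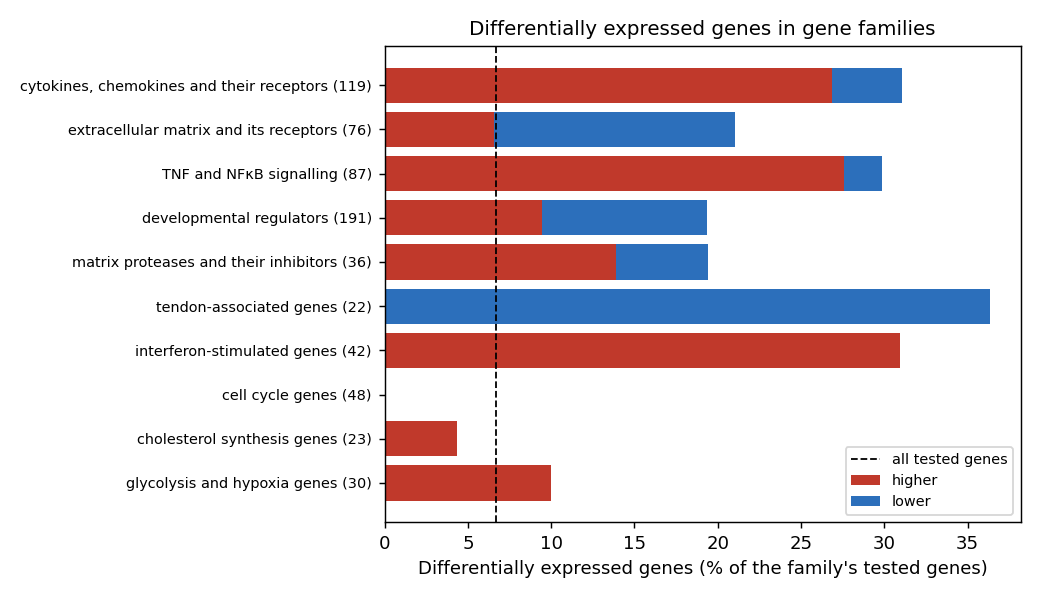
Differentially expressed genes between PF-06650833 alone and IL-1β plus PF-06650833 as a percentage of the tested genes of each family (horizontal axis), with the number of tested genes in brackets. Red bars are genes higher and blue bars genes lower with IL-1β plus PF-06650833, and the dashed line is the percentage among all tested genes. The bar of the cytokine family reaches 31.1% and that of the extracellular matrix family 21.1%.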

While the majority of the genes whose expression is altered by PF-06650833 alone are unique to PF-06650833 (865 genes), 238 of them overlap with genes which are altered by IL-1β (Fig. 4C). These shared genes are overrepresented in a number of pathways, some of which have known interactions (Supplementary Fig. 2 C), but none of which are clearly linked to inflammation. In contrast, the genes whose expression changes are unique to IL-1β (> 2000 genes) and not shared with PF-06650833 are overrepresented in pathways associated with cytokine signalling, cytokine receptor interactions and ECM-receptor interactions (Fig. 4D and supplementary Fig. 2E). Of the 2456 DEGs induced by IL-1β, approximately half are rescued by PF-06650833 (Fig. 4F and G). These genes are involved in pathways which include the ECM-receptor interaction, cytokine receptor interaction, TNF signalling and NF-kappa B signalling (Supplementary Fig. 1E). However, for those genes which remain differentially expressed in the presence of IL-1β and PF-06650833, a number of inflammatory pathways are still overrepresented by the genes including cytokine signalling and receptor interaction (Supplementary Fig. 2 F and G). However, the combination of PF and IL-1β together also results in the differential expression of genes that are involved in developmental processes and structural development, proliferation and cellular responses (Fig. 4H).

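In the comparison of PF-06650833 alone with IL-1β plus PF-06650833, 37 of 191 tested developmental regulators, a list of HOX, WNT, FGF, SOX, FOX and similar genes, were differentially expressed. Of these, 18 were higher and 19 lower with IL-1β plus PF-06650833 (odds ratio 3.43, 95% confidence interval 2.32 to 4.97, adjusted p = 1.23e-08 from Fisher's exact test). With the replicate block 47 of them were differentially expressed (odds ratio 3.71, adjusted p = 3.12e-11). The camera test of limma, which asks whether a family as a whole moved in 1 direction, found no shift of these genes (adjusted p = 0.847), and their median log2 fold change was -0.00457. SOX6 and SNAI1 had the smallest adjusted p among them. SOX6 fell from 9.11 ± 0.58 (SD, n = 5) to 5.47 ± 0.43 (SD, n = 5) on the log2 scale (adjusted p = 9.80e-05 from limma). The log2 fold change of SNAI1 was 1.39, and both genes changed in the same direction in all 5 donors. Of 48 tested cell cycle genes, 0 were differentially expressed and 0 had an unadjusted p below 0.05, while 6 were higher with the replicate block. For these genes camera found an upward shift (adjusted p = 0.0222), with a median log2 fold change of 0.60. This median depended on single libraries, and fell to 0.02 without the PF-06650833 alone library of donor 3. The genes unique to this comparison in Fig. 4H were not separated here from those shared with control against IL-1β plus PF-06650833.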

**Fig. 4:**
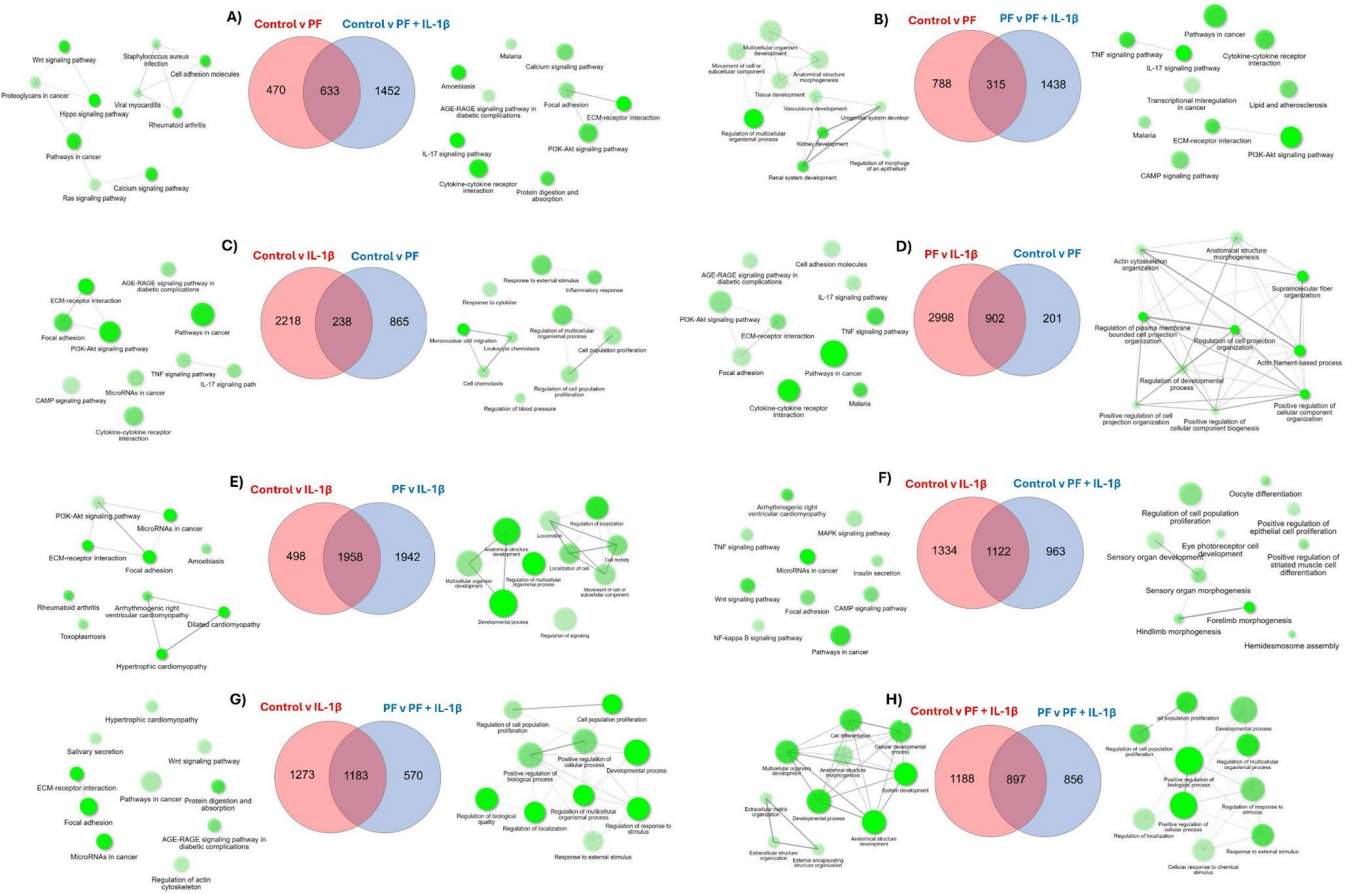
Pairwise comparisons of the differentially expressed genes. Venn diagrams showing the common and unique differentially expressed genes. Adjacent to each comparison are networks demonstrating enriched pathways over-represented by the unique differentially expressed genes. Network analysis of pathways enriched by the common genes can be found in Supplementary Fig. 2. The node shade reflects the significance of the enriched gene set, with darker nodes having a higher significance. The size of the node reflects the number of enriched genes with bigger nodes representing more genes. A thicker interconnecting line represents a stronger interaction score

### ENPP2 is involved in mediating collagen gel contraction

We have previously demonstrated that IL1Ra can fully protect against changes in IL-1β induced changes in 3D collagen gel contraction [9] and interrogation of our RNA-sequencing data had revealed a list of potential genes that may mediate collagen gel contraction. This included nucleotide metabolism genes (*ENPP1*, *ENPP2*, *ENPP5*) and *ABI3BP*. Here we performed a pairwise analysis of the DEGs produced when comparing IL-1β vs. IL-1β + IL1Ra (54 genes) against IL-1β vs. IL-1β + PF (1202 genes). This revealed 12 common genes (Fig. 5A). Three of these genes (*P2RX7*, *LOC102150664* and *RNF144B*) are downregulated by IL-1β and their expression is at least partially restored by PF-06650833. The remaining nine genes (*CYP1A1*, *CALCRL*, *LRRTM3*, *GPR84*, *MED12L*, *MIP*-*2BETA*, *ENPP2*, *ECHDC1* and *G0S2*) are all increased in the presence of IL-1β. *CYP1A1* expression is further upregulated by a combination of IL-1β and PF-06650833, whereas for all of the other genes the IL-1β induced increases in expression are subsequently reduced by PF-06650833 (Fig. 5B). As *ENPP2* was identified in this study and our previous study, we hypothesised that blocking ENPP2 function would rescue IL-1β mediated collagen contraction. We utilised the ENPP2 inhibitor, GLPG1690, to determine the effects of ENPP2 on collagen gel contraction (Fig. 5C). However, contrary to our hypothesis both low (1 µM) and high (5 µM) doses of GLPG1690 decreased collagen contraction relative to the control, and when used in combination with IL-1β, GLPG1690 had a trend to further decrease contraction.

**Fig. 5:**
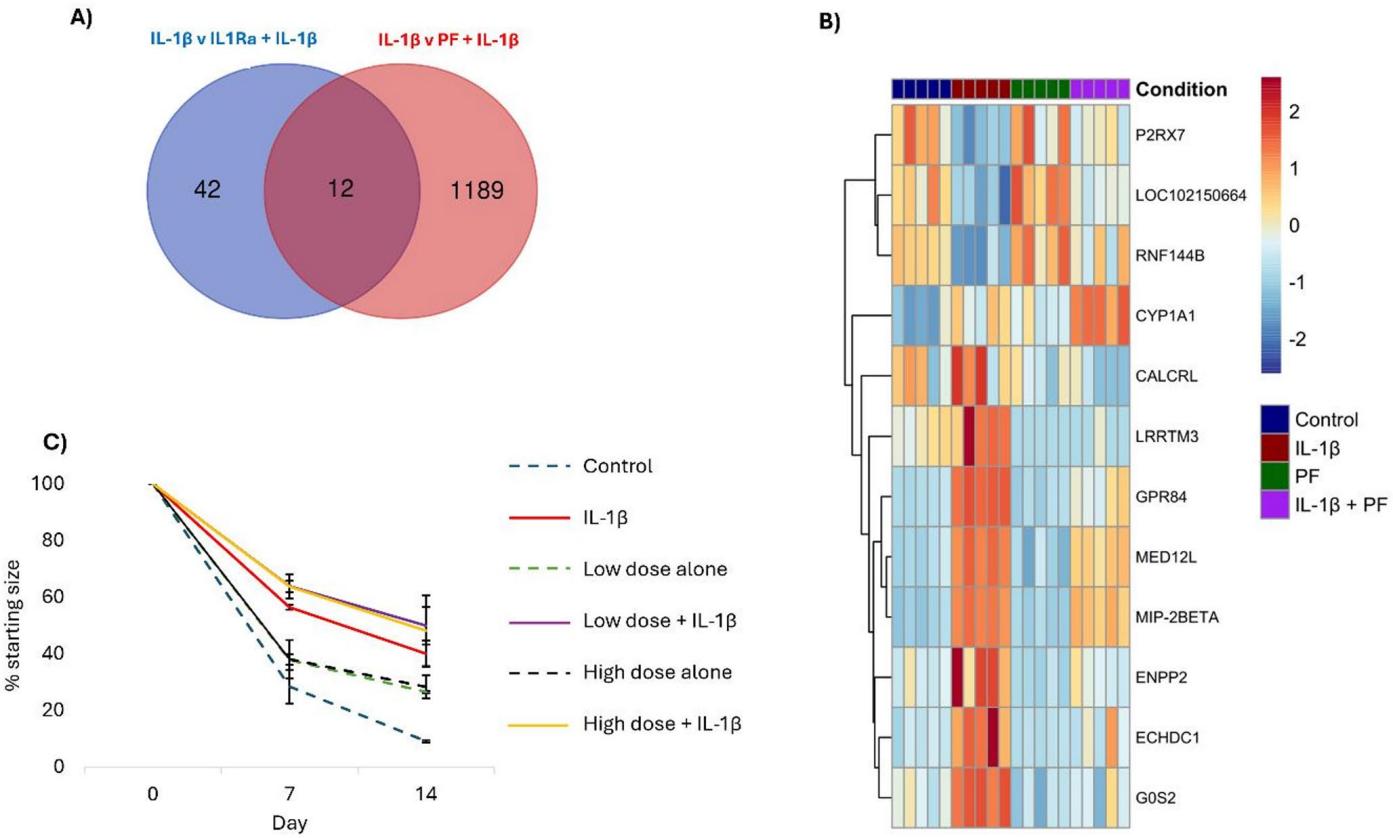
ENPP2 is involved in mediating collagen gel contraction. **A** Venn diagram showing the unique and common genes when IL-1β effects are rescued by IL1Ra and PF-06650833. **B** Heatmap depicting the expression levels of the 12 common genes when tenocytes are cultured in 3D under control conditions, exposed to IL-1β alone, PF-06650833 alone or a combination of IL-1β and PF−06650833. C) The effect of the ENPP2 inhibitor GLPG1690 on collagen contraction by tenocytes cultured in 3D for 14 days. Gel size is shown as a percentage of the starting size. Control gels (blue dash line), IL-1β alone (red line). Low and high doses of GLPG1690 alone are shown with the green and black dashed lines respectively. The low dose plus IL-1β and the high dose plus IL-1β are shown with purple and yellow lines respectively. Error bars represent the s.e.m of two biological replicates each consisting of 2–3 collagen gels per condition

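In the PF-06650833 alone and IL-1β plus PF-06650833 libraries of Fig. 5B, 11 of the 12 genes could be tested and 6 were differentially expressed, 5 higher and 1 lower with IL-1β plus PF-06650833. The number was also 6 with the replicate block, and with adjustment over these genes alone. CYP1A1, which encodes a cytochrome P450 enzyme, rose from 8.97 ± 0.89 (SD, n = 5) to 13.49 ± 0.76 (SD, n = 5) on the log2 scale, a log2 fold change of 4.53 (standard error 0.45, adjusted p = 1.91e-04 from limma). MIP-2BETA, a chemokine gene that can share reads with CXCL1 and CXCL2, had a log2 fold change of 6.30 (standard error 0.37) and MED12L of 2.25 (standard error 0.27). GPR84 had at most 2 estimated reads in any library with PF-06650833 alone and between 9 and 72 with IL-1β plus PF-06650833. Its mean normalized count was at least 10.9-fold higher with IL-1β plus PF-06650833, against a floor of 3 reads. Some single libraries lay below this ratio of means. ENPP2 encodes autotaxin, an enzyme that generates lysophosphatidic acid and whose inhibitor was tested in Fig. 5C. Its expression was 4.16 ± 0.30 (SD, n = 5) with PF-06650833 alone and 5.30 ± 0.57 (SD, n = 5) with IL-1β plus PF-06650833. The log2 fold change was 1.15 (standard error 0.28, adjusted p = 0.0173 from limma). These values rest on at most 7 estimated reads per library with PF-06650833 alone and on 8 to 44 with IL-1β plus PF-06650833, and 4 of the 15 fits that left out a library or a donor no longer counted ENPP2 as differentially expressed. LOC102150664 fell by 1.00 on the log2 scale (adjusted p = 0.0102 from limma), at the minimum fold change. It was not counted in 8 of those 15 fits, or under quantile normalization (-0.98) and centring on the median (-0.97).

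The groups overlapped, and the genes were not differentially expressed, for P2RX7 (log2 fold change -0.86, adjusted p = 0.156 from limma, lower in 3 of 5 donors, and counted only with array weights and in 1 of the 15 fits), RNF144B (-0.75, adjusted p = 0.116, lower in 4 donors, and counted in 1 of the 15 fits), ECHDC1 (0.60, adjusted p = 0.198, higher in 5 donors) and G0S2 (0.67, adjusted p = 0.321, higher in 5 donors). With the replicate block, the adjusted p from limma was 0.147 for P2RX7, 0.0826 for RNF144B, 0.105 for ECHDC1 and 0.0513 for G0S2. These genes were not counted with the block either. CALCRL had at most 6 estimated reads in any library, and no difference was detected (log2 fold change -0.36, adjusted p = 0.381 from limma). LRRTM3 was at the value of 0 reads in 9 of the 10 libraries and was not tested.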

## Discussion

We have previously demonstrated that IL-1β has negative effects on tendon cell gene expression and collagen contraction [8, 9, 11]. These effects can be almost entirely rescued using IL1Ra which blocks the IL-1β signalling receptor [9, 11]. However, in vivo, IL1Ra has a short half-life and requires frequent administration at high doses which can lead to side effects [45, 46]. Other inflammatory cytokines, such as TNFα, are also upregulated following a tendon injury [12, 47, 48] and their negative effects are not prevented by IL1Ra [8]. As TNFα and IL-1β both activate NFκB signalling [8] we hypothesised that inhibition of NFκB could be used to block the negative effects of inflammatory cytokines. We had previously tested two NFκB inhibitors, JSH23 and IMD0354 [9]. While both were demonstrated to reduce IL-1β induced NFκB nuclear translocation, they did not rescue collagen gel contraction or gene expression changes.

In this study we tested a further three inhibitors of NFκB; Bortezomib, a proteasome inhibitor that prevents the degradation of Iκβα [26], BAY11-7082 and Wedelolactone, both of which inhibit the phosphorylation of IκBα [27, 28]. IκBα inhibits NFκB by masking its nuclear localisation signal. But the phosphorylation of IκBα leads to its degradation by the proteasome and the release of the NFκB complex which can then translocate to the nucleus to activate transcription. However, none of these inhibitors demonstrated any ability to restore collagen contraction by tendon cells cultured in 3D in the presence of IL-1β. When used alone at high doses, all three compounds themselves inhibited collagen contraction. In the case of Bortezomib, this also occurred at the low dose. As all the inhibitors act at a late stage in the IL-1β/NFκB signalling pathway, we also tested an inhibitor of MyD88, TJ-M2010-5. MyD88 acts very early in IL-1β signalling as it recruits IRAK to the IL-1 receptor complex following IL-1β stimulation which is an essential step in the downstream activation of NFκB [30]. However, the doses of TJ-M2010-5 tested in this study were not able to rescue gel contraction and in fact, TJ-M2010-5 alone inhibited gel contraction. A critical limitation of our study is that we did not perform cell viability assays, and it is possible that the inhibitors themselves are toxic to tendon cells at the high doses and the inhibition of gel contraction is due to cell death. This must be investigated in future work. Testing other inhibitors of the same pathways may also be beneficial to determine if toxic effects are drug or pathway specific. Also, in contrast to IL-1β and IL1Ra which bind to the IL1R1 receptor on the cell surface, all of the NFκB inhibitors tested here act in the cytosol, therefore their lack of efficacy in blocking the effects of IL-1β may, in part, be due to the time required to enter the cells and we did not determine if pre-treatment with the inhibitors could improve their efficacy. As the negative effects of these inhibitors was very consistent between the two biological replicates tested, we did not perform additional replicates. However, our data demonstrate that these inhibitors are unlikely to be beneficial for the treatment of tendon injuries in vivo.

We had previously demonstrated that the IRAK4 inhibitor PF-06650833 could reduce IL-1β mediated NFκB nuclear translocation, and partially rescue 2D gene expression changes and 3D collagen contraction and IL6 production, without any toxic effects on the cells when used at a concentration of 100 nM [9]. As we did not know whether IL-1β and PF-06650833 had different stabilities in cell culture, and we have demonstrated that IL-1β stimulation induces endogenous *IL1B* gene expression by tendon cells [9], we hypothesised that the daily addition of PF-06650833 during the 14 days of culture (whilst continuing to add IL-1β every 3–4 days) would lead to a greater rescue effect. Here we demonstrated that under this application regime, we no longer see significant changes in collagen gel contraction and IL6 secretion, although there is a trend that they remain different to the control conditions. This demonstrated that IRAK4 inhibition is able to partially rescue IL-1β mediated inhibition of collagen contraction.

Similarly, we demonstrated a partial rescue of the IL-1β induced changes in global gene expression. PF-06650833 alone resulted in the differential expression of 1103 genes compared to the control. With the exception of the cytokine-cytokine receptor interaction pathway, the genes were largely overrepresented in pathways linked to diseases rather than inflammation. Although there was no impact of PF-06650833 alone on collagen contraction, further work would be required to understand the impact of these gene expression changes on other aspects of tendon cell function. PF-06650833 was able to rescue around half of the genes whose expression was altered by IL-1β. These genes include those involved in NF-κ B signalling, cytokine receptor interaction and ECM-receptor interaction, which would support a positive benefit to tenocyte function as observed by a partial rescue of collagen contraction. However, approximately 1400 genes are not rescued by PF-06650833 and pathway analysis demonstrated that some of these genes are involved in the inflammatory response. Interestingly, PF-06650833 does not rescue the expression of endogenous *IL1B*, which remains significantly increased compared to the control levels (supplementary table control vs. PF_ IL1B). This suggests that PF-06650833 may not be able to fully inhibit the inflammatory response in the in vivo injured tendon. In contrast, PF-06650833 has previously been demonstrated to inhibit the inflammatory response of primary human cells in vitro at the same concentration as we utilised [38]. It has also been demonstrated to reduce autoantibody levels in a mouse model of lupus and protect against induced arthritis in rats [38]. It has also recently been tested in a clinical trial to assess its efficacy and safety in patients with rheumatoid arthritis [49]. Thus, it may have greater chance of successful clinical translation to other conditions and species. To move towards the clinical application of PF-06650833 for tendon injury future research to modify the doses of PF-06650833 and IL-1β is required. We note that, in line with our previous work [8–11, 50], we used a dose of 17 ng/ml IL-1β. However, levels of IL-1β in a surgically induced model of equine tendon injury have reported to be around 2–5 ng/ml in the tendon [13]. The levels of IL-1β produced in response to naturally occurring injury are not known. But PF-06650833 may be more effective against a lower dose of IL-1β.

As we observed a rescue in collagen contraction using PF-06650833, we hypothesised that some of the genes that were differentially expressed when comparing IL-1β alone (cells have impaired collagen contraction) to PF-06650833 plus IL-1β (cells have improved collagen contraction) mediate contraction. We compared this data to our previous data which demonstrated 54 differentially expressed genes between IL-1β alone and IL-1β plus IL1Ra (cells have normal rates of collagen contraction). Only 12 genes were shared between the two comparisons and many of them are implicated in inflammation. Three of the genes were downregulated by IL-β: *P2RX7*, *LOC102150664* and *RNF144B*. RNF11B can inhibit inflammation [51, 52] but *P2RX7* has been shown to stimulate inflammation and promote the release of inflammatory cytokines [53]. Therefore, *P2RX7* downregulation by IL-1β was unexpected. *LOC102150664* has no known orthologues at the current time. The remaining nine genes are upregulated by IL-1β. *CYP1A1* is involved in skin inflammation [54] and its inhibition enhances diabetic wound healing in a rat model [55]. However, although IL-1β mediated increases in *CYP1A1* are attenuated by IL1Ra, the addition of PF-06650833 further enhances its expression. *GPR84* [56] and *G0S2* [57] are both involved in inflammation and both IL1Ra and PF-06650833 appear to attenuate the increases in their expression observed in response to IL-1β. *MIP-2BETA* (*CXCL3*) is upregulated in diseased tendons [58] and many other inflammatory conditions [59] and its expression is also attenuated by both IL1Ra and PF-06650833. *MED12L* is a possible candidate for mediating collagen contraction as mutations lead to enhanced expression of collagen by smooth muscle cells [60]. However, the final gene *ENPP2* had also been highlighted in our previous work as possibly mediating collagen contraction [9]. ENPP2 (autotaxin, ATX) is an enzyme that generates lysophosphatidic acid (LPA), which is associated with numerous chronic inflammatory conditions [61] and contributes to fibrosis in a range of tissues [62–64]. In this study, the use of an ENPP2 inhibitor, GLPG1690 on its own inhibited collagen gel contraction. LPA has previously been demonstrated to stimulate collagen contraction by fibroblasts [65] suggesting that ENPP2 is required for collagen contraction by tendon cells. The upregulation of *ENPP2* by IL-1β is therefore unlikely to cause the reduced collagen contraction observed and may instead be a downstream effect. However, future work in this area should also measure cell viability in response to GLPG1690.

Other limitations in this study include the fact that we used donors from a range of ages (2 to 11 years) and used cells between passages four and seven. Although the expression of key tendon-associated genes has been shown to be stable across these passages [6, 31, 32], whole transcriptome profiling has not been performed and cell population doublings were not measured to more accurately reflect cell culture duration [66]. No correlations were observed between any measured outcome and either donor age or passage number, but this may reflect the small numbers of samples used.

In conclusion, we have demonstrated that IL-1β produces a range of very robust effects on tendon cells which are difficult to mediate. Blocking NFκB signalling alone fails to rescue collagen gel contraction suggesting that other signalling pathways may be activated. In contrast, inhibiting IRAK4 activity has some rescue effects but only when applied at frequent intervals. This has consequences for normal tendon gene expression and therefore may be associated with undesirable side effects if applied in vivo. The work also highlights that there is still much to be done to understand the molecular mechanisms by which tendon cells remodel a collagen matrix and bring about contraction. Increasing our understanding of this process may be essential to in the development of novel therapies to reduce the negative consequences of inflammation to allow improved tendon regeneration.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

All relevant data are within the manuscript and the supplementary information. The RNA sequencing data is available through NCBI GEO (https://www.ncbi.nlm.nih.gov/geo/) under accession numbers GSE221370 and GSE300167. The normalised count data and all differentially expressed gene lists from the different comparisons can be found in Supplementary file 2.

# Supplementary material for: Inhibition of interleukin-1 receptor-associated kinase (IRAK)-4 provides partial rescue of interleukin-1 beta induced functional and gene expression changes in equine tenocytes
**Source:** Mol Biol Rep. 2025 Nov 6;53(1):54. doi: 10.1007/s11033-025-11219-2
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplementary information**

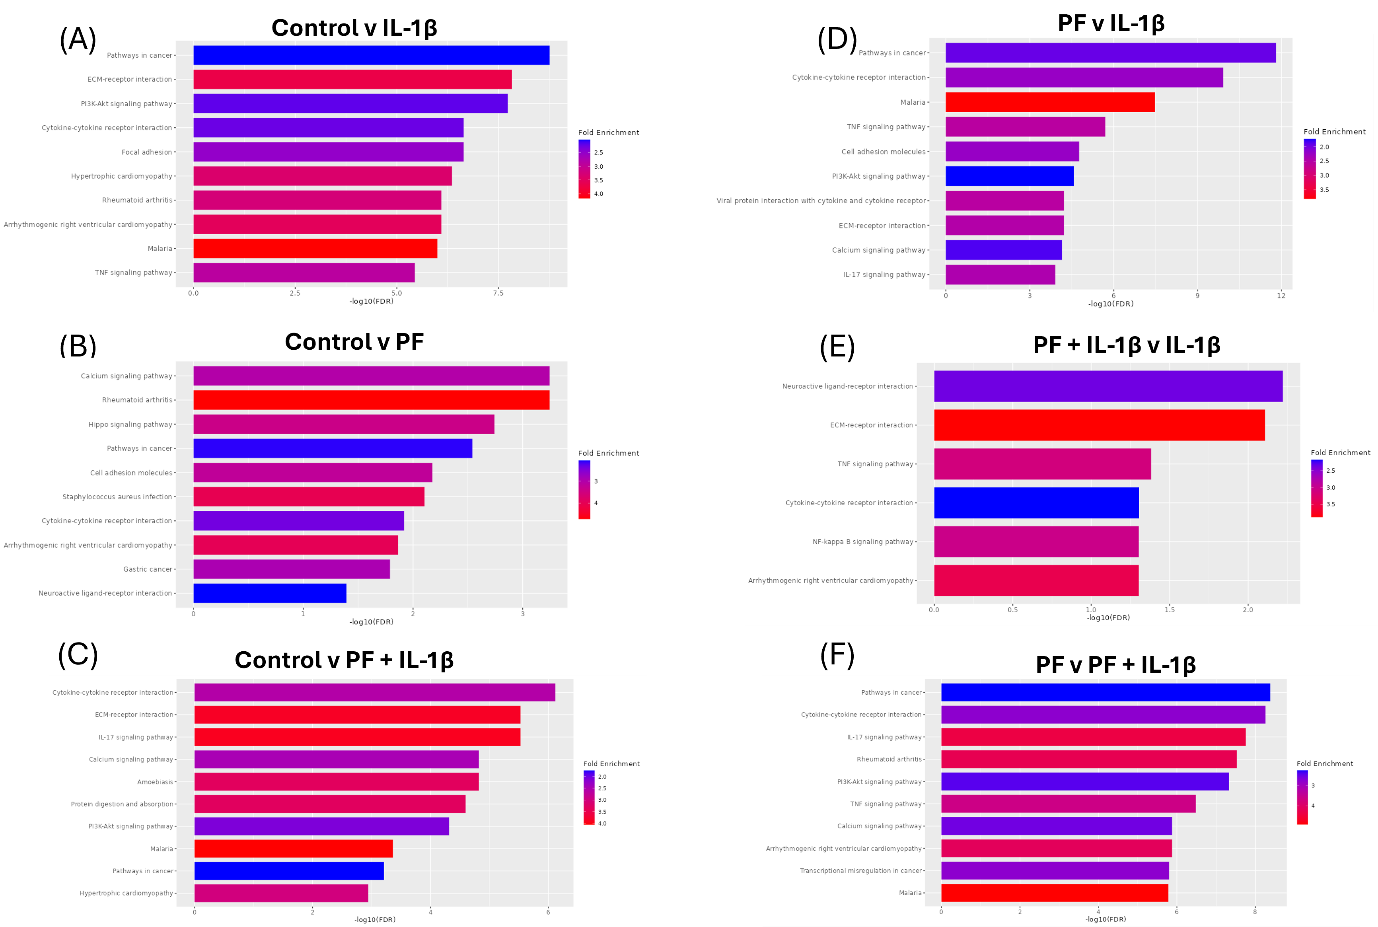

*Supplementary Figure 1. Pathway analysis of the differentially expressed genes in the different pairwise comparisons.*

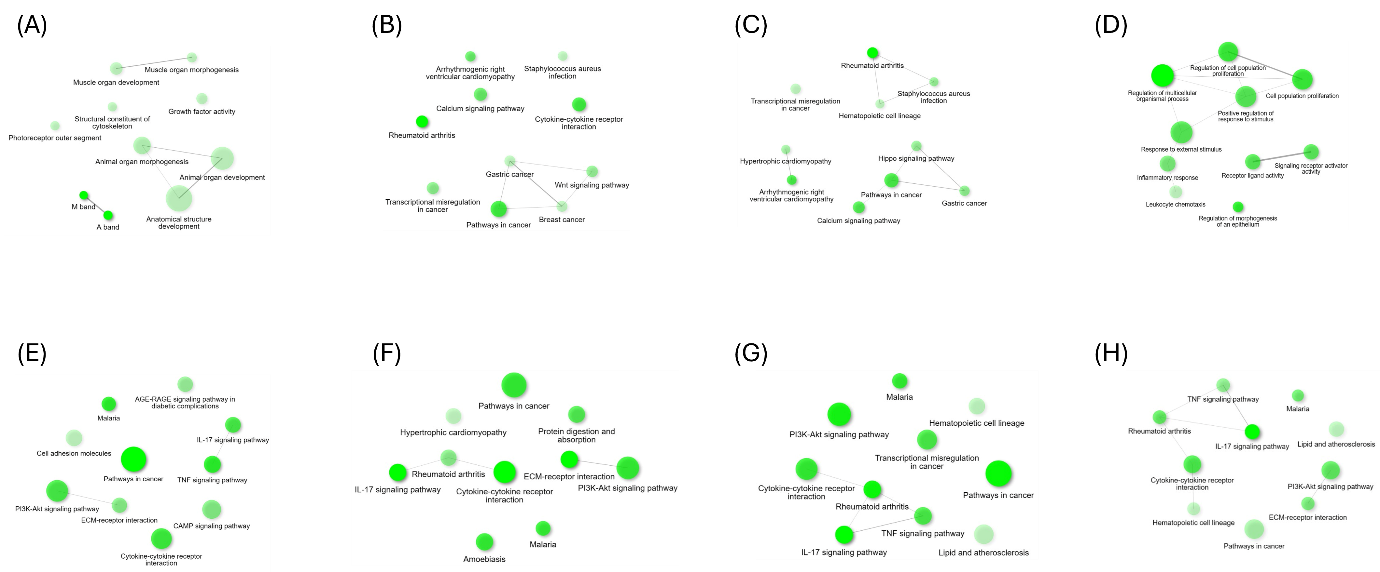

Supplementary Figure 2. Network analysis of the pathways enriched by the common genes between each pairwise analysis. A) Control v PF compared to control v PF + IL-1β. B) Control v PF compared to PF v PF + IL-1β. C) Control v IL-1β compared to control v PF. D) PF v IL-1β compared to control v PF. E) Control v IL-1β compared to PF v IL-1β. F) Control v IL-1β compared to control v PF + IL-1β. G) Control v IL-1β compared to PF v PF + IL-1β. H) Control v PF + IL-1β compared to PF v PF + IL-1β.

How the deposited data were processed for this re-analysis (not part of the article)

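RNA was sequenced from equine tenocytes of 5 donors after 14 days in 3D collagen gels with PF-06650833 alone or with IL-1β plus PF-06650833, 5 libraries per group. The control and IL-1β alone libraries of the paper, which it took from an earlier study, were not used here, so comparisons that need them were left out. The authors quantified reads on the EquCab3.0 transcriptome with Salmon, with correction for GC bias, and imported them with tximport. The authors deposited log2 values that are variance-stabilized and normalized between libraries, for 29196 genes. The paper's text does not name this transformation; it was recognised from the values, whose lowest value of 3.433 is shared by all libraries. The same values stand in Supplementary file 2, whose sheet lists 20 libraries, so the libraries used here were normalized together with others. The table has 10 columns of values and all were used. The normalization is already part of the values and its inputs were not used here, and the authors' test with DESeq2 was not repeated.

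Conditions and donors were taken from the sample labels and the paper, and the replicate number stands for the donor. Whether these numbers pair the libraries was checked from the deviations from the group means. A check of the donors by sex-linked genes could not be made, since those 8 genes are not listed in the table. No pair of libraries was identical, with Pearson correlations across genes between 0.936 and 0.985. Of the gene names, 23423 were found in a table of RefSeq genes of another horse assembly, which was used for names only, and 11907 were LOC numbers. Gene length and GC content were not tested here, and no positions are given.

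Genes above the lowest value in at least 5 of the 10 libraries were fitted with limma (version 3.58.1, R version 4.3.3), with a mean-variance trend, without a donor term, as the paper names none, and beside it with the replicate number as a block. All adjusted p-values of genes are from limma with Benjamini-Hochberg adjustment. Genes were counted at an adjusted p below 0.05 and an absolute log2 fold change of at least 1. Gene families were lists of symbols written before the data were examined and were tested with a two-sided Fisher's exact test against all tested genes, and with limma's camera. Fisher's exact test takes the genes of a family as independent, so its p-values do not measure the spread between donors. The genes named are those the paper names and, among differentially expressed genes that changed in the same direction in all 5 donors and have a symbol, the 5 largest increases and the 5 largest decreases, with at most 3 members of each family, taken by the smallest adjusted p. The targets of the aryl hydrocarbon receptor and the genes with reads in only 1 group were chosen after data had been seen.

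Normalized counts were recovered by inverting the variance-stabilizing transformation from its value at 0 reads. They gave estimated depths of 26419133 to 35762555 reads per library and served for alternatives on the log2 scale with a pseudocount of 1 or 0.5. Reads per gene derived from them are approximate. On simulated counts of 17808 genes, 200 of them changed, the fit found 194 of the changed genes and no unchanged gene (0). The log2 fold changes were estimated at 0.912 of the true ones. The changed genes were drawn from genes above a minimum mean count, and all had changes larger than the minimum fold change. No difference between donors was simulated. These figures therefore do not describe genes with few reads, smaller changes or the spread between the real donors. The alternatives were other thresholds and filters, the back-transformed scale, quantile normalization, centring on the median, other variance models, the donor block, and leaving out each library or donor. These alternatives, the tests and the rule for the genes named were written before the data were examined, apart from those described as chosen later. The other variance models were not planned for the families. In the comparison of donors, the reading of 1 test departs from its written criterion, as described there.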

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

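The test of the matched random lists was chosen before the family results were seen, and the test of the reads per library after the depths had been seen.

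A library far from the other 4 of its group was found in 8 of 123 groups of 5 libraries, where chance gives about 6.15. In 4 of the 8, the gene had reads in 1 library of the group and none in the others. LRRTM3 was at 3.89 in donor 3 with IL-1β plus PF-06650833 (1 estimated read), IL1B at 3.90 in donor 1 with PF-06650833 alone (1 read), IL1RN at 4.23 in donor 2 with IL-1β plus PF-06650833 (3 reads) and TNF at 4.81 in the same library (9 reads). LOC102150664 was at 4.55 in donor 2 with IL-1β plus PF-06650833 (6 reads), against 9 to 11 reads in the others. Counting noise is large at these depths. The other 3 rest on more reads. With IL-1β plus PF-06650833, donor 4 had ADAMTS6 at 7.94 against 6.64 to 6.97 in the other 4, and EGLN3 at 9.33 against 11.18 to 11.56. With PF-06650833 alone, donor 1 had DDX58 at 10.56 against 9.90 to 10.02. No technical or biological explanation was tested for them.

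Over-representation was found in 3 families that the paper does not discuss. Of 22 tested tendon-associated genes, 8 were differentially expressed, all lower with IL-1β plus PF-06650833 (odds ratio 8.03, adjusted p = 8.87e-05 from Fisher's exact test), and 12 of 12 were lower with the replicate block (adjusted p = 5.70e-08, with a range from 5.35e-08 to 0.119 over the alternatives other than camera). SCX had a log2 fold change of -3.24, MKX of -2.85 and COL12A1 of -2.74, each lower in 5 of 5 donors. Of 42 interferon-stimulated genes, 13 were differentially expressed, all higher (odds ratio 6.32, adjusted p = 5.09e-06), and 18 of 18 were higher with the replicate block (adjusted p = 3.74e-09, with a range from 3.74e-09 to 0.162 over those alternatives). CXCL10 had a log2 fold change of 5.70, RSAD2 of 3.07 and DDX58 of 1.53, each higher in 5 of 5 donors. Of 36 matrix proteases and their inhibitors, 7 were differentially expressed, 5 higher and 2 lower (odds ratio 3.39, adjusted p = 0.0126), among them MMP3 (log2 fold change 5.40), ADAMTS6 (-2.48) and MMP23B (-1.56). The directions of the tendon-associated and the interferon-stimulated genes were the same under quantile normalization and centring on the median.

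Expression level does not account for these families in the test made. Of 10000 random lists matched on mean expression, 2 held as many differentially expressed genes as the tendon-associated genes, 0 as many as the interferon-stimulated genes and 181 as many as the proteases. The estimated reads per library did not differ between the groups (exact two-sided permutation test, p = 0.492). The share of reads taken by the 10 largest genes was 7.07% to 9.39% with PF-06650833 alone and 5.36% to 8.16% with IL-1β plus PF-06650833. These ranges overlap, but the share was lower with IL-1β plus PF-06650833 in 5 of 5 donors. Centring each library on its median gave 1205 differentially expressed genes, of which 1175 were among the 1202. It moved the median log2 fold change only from -0.01 to 0.02, so by itself it says little about this difference in composition. Such a difference would move the other genes of a library alike. The median log2 fold change was -1.28 over the 22 tendon-associated genes and 1.08 over the 42 interferon-stimulated genes. After centring, these medians were -1.25 and 1.11. The opposite shifts argue against composition as the cause for both of these families, and it remains open for the proteases. The estimated reads of the groups also overlapped. GC content and gene length were not tested here, and the quantification by the authors included a correction for GC bias. That tendon-associated genes may fall and interferon-stimulated genes may rise with IL-1β in the presence of PF-06650833 is a hypothesis found and tested on the same data. The protease result is less stable, since camera found no shift (adjusted p = 0.356) and the adjusted p ranged from 0.00303 to 0.304 over the alternatives other than camera.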

How the results depend on the processing

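The directions of the 59 tested named genes held under every alternative in which they were tested. For 49 of them the call also held, 7 lost it under at least 1 alternative and 3 gained it. The cause of the changes below was not tested.

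Without a minimum fold change, 2782 genes were differentially expressed at an adjusted p below 0.05 (1362 higher, 1420 lower), and at an adjusted p below 0.01 with the minimum fold change there were 719 (345 higher, 374 lower), against 1202 (560 higher, 642 lower). With the replicate block and no minimum fold change there were 3996. With the replicate block on back-transformed log2(normalized count + 1) values there were 1809 (891 higher, 918 lower). The same with all genes that are not constant, chosen after the data were seen, gave 1769 genes (870 higher, 899 lower). The other alternatives gave counts within 1.5 times 1202, among them 1550 with array weights and 1486 with the replicate block. Across the 15 fits that each left out a library or a donor, the count ranged from 747 to 1410, the genes higher from 344 to 636 and the genes lower from 388 to 774. Leaving out a donor removes 2 libraries, so power also falls.

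The cytokine and the TNF and NFκB families passed under every alternative run. The developmental regulators passed under all but camera (adjusted p = 0.847). The other variance models were run for the families without having been planned for them. Under these models, proteases did not pass without the mean-variance trend (adjusted p = 0.0989) or with a robust one (0.104). Cell cycle genes passed with array weights (0.0413, odds ratio 0). Without a minimum fold change, the odds ratio was 1.83 for matrix proteases, no longer passing, 0 for cell cycle genes, now passing as under-represented, and 1.52 for cholesterol synthesis genes. At an adjusted p below 0.01 the odds ratio was 2.45 for the extracellular matrix family, 2.19 for proteases and 2.54 for interferon-stimulated genes, none passing, 1.09 for cholesterol synthesis and 0.828 for glycolysis and hypoxia genes. Under quantile normalization the last was 0.999. For cell cycle genes it was 1.59 with the replicate block, 1.28 with the block on back-transformed values, and 1.00 with all non-constant genes as well. On back-transformed values of all non-constant genes, chosen after the data were seen, proteases were at 2.14 and did not pass. With camera, the adjusted p was 0.356 for proteases, and cell cycle (0.0222), cholesterol synthesis (0.0345) and glycolysis and hypoxia genes (0.0388) passed. Limiting the background to genes with higher values, also chosen later, changed no call.

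Across the fits that left out a library or a donor, the odds ratio ranged from 2.27 to 5.19 for the extracellular matrix family, 1.97 to 3.98 for proteases, 3.42 to 13.5 for tendon-associated genes, 2.43 to 5.85 for interferon-stimulated genes, 0.526 to 1.27 for cholesterol synthesis genes and 0.430 to 1.36 for glycolysis and hypoxia genes, and was 0 for cell cycle genes in all 15. In these fits the call was lost in 8 for proteases, 2 for interferon-stimulated genes and 1 each for the extracellular matrix family and tendon-associated genes, and gained in 1 for cell cycle genes. PC1 separated the groups in all its alternatives, and explained between 31.2% and 57.8% of the variance in those that kept all libraries.

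Depth limits the genes with few reads. ENPP2, CALCRL, GPR84 and LOC102150664 rest on fewer than 100 estimated reads in every library, and the log2 fold change of ENPP2 was 1.15 on the deposited scale and 2.52 on the back-transformed scale.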

Differences from the paper's values

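The number of genes higher with IL-1β plus PF-06650833 was 560, against the paper's about 900 in Fig. 3B, read by eye. Among the alternatives set before the data were examined, the number came within 1.5 times the paper's on the back-transformed scale (648 with a pseudocount of 1 and 641 with 0.5), with array weights (691), with the replicate block (721), with the replicate block on back-transformed values (891), and without the IL-1β plus PF-06650833 library of donor 3 (604) or of donor 4 (636). It did not under the other thresholds and filters, quantile normalization, centring on the median, the other variance models, or the other fits that left out a library or a donor. The replicate block on back-transformed values of all genes that are not constant, chosen after the values were seen, gave 870, and the same without the block, also chosen later, gave 626.

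The total was 1202 genes against the paper's 1753, a ratio of 1.46, and the replicate block on back-transformed values gave 1809. With all non-constant genes as well, which was chosen after the values were seen, it was 1769. The genes lower numbered 642 against the paper's about 860 in Fig. 3B, and 859 with array weights.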

Other observations

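The tests of single-library noise and of depth in the donor comparison and of carry-over were chosen after related results had been seen. The tests of the receptor targets and of a general NFκB response were chosen after the pattern they address had been seen, but before their own results.

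Of the 16 splits of the 10 libraries that part all 5 donor pairs, 1, the real one, gave as many as 1202 differentially expressed genes, and the other 15 gave none (0), while in the real split 5348 genes had an unadjusted p below 0.05. With 16 splits the share is never under 1 in 16, so this test by itself cannot decide. In 84 drawn splits that part fewer pairs, the most was 32 genes.

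The endogenous IL1B gene had at most 1 estimated read in any library with PF-06650833 alone and 11 to 85 with IL-1β plus PF-06650833. Its mean normalized count was at least 15.9-fold higher against a floor of 3 reads, and some single libraries lay below this ratio of means. The log2 fold change of IL1B was 2.59 on the compressed scale (adjusted p = 6.52e-04 from limma). The paper's statement on IL1B concerns the control libraries, which were not used here. ENPP1 fell by 2.56 and ENPP5 by 1.52 on the log2 scale, each lower in 5 of 5 donors, while ENPP2 rose. ABI3BP fell by 1.28 and passed with the donor in the model (adjusted p = 0.0336 with the replicate block, 0.119 without), or with array weights. It also passed in 2 of the 15 fits that left out a library or a donor. Its adjusted p ranged from 0.0217 to 0.301 over all alternatives. NFKBIA (log2 fold change 1.64) and NFKB1 (1.15) rose, and IRAK4 (0.11), MYD88 (-0.22) and RELA (0.15) were not differentially expressed. Of the 24 genes the paper names, 21 were tested, 12 were differentially expressed with adjustment over all genes and 13 with adjustment over the list. TNF was at the value of 0 reads in 9 of 10 libraries.

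CCL8, CXCL11, TAT and LOC100060455 had no estimated reads in the 5 libraries with PF-06650833 alone and at least 3 in each of the 5 with IL-1β plus PF-06650833, and KRT36 the reverse. These genes were named after their values were seen.

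The 48 cell cycle genes had a median log2 fold change of 0.60. In the 15 fits that left out a library or a donor, this median ranged from 0.02 to 1.10. The lowest was without the PF-06650833 alone library of donor 3, and the highest without the IL-1β plus PF-06650833 library of donor 3. With all libraries, 0 of these genes were differentially expressed and 0 had an unadjusted p below 0.05. With the replicate block 6 were higher, and camera gave an adjusted p of 0.0222 for an upward shift. Fisher's exact test asks another question, and its adjusted p ranged over the alternatives from 0.00159, for fewer differentially expressed genes than in the background, to 1.

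CYP1A1 rose in 5 of 5 donors. A candidate explanation is aryl hydrocarbon receptor activity. Of 5 other target genes, 2 were called higher, which is the number set before their values were seen as the least that would speak for it. NQO1 had a log2 fold change of 1.02 (adjusted p = 0.0198 from limma) and ALDH3A1 of 1.49 (adjusted p = 0.0351). AHRR (-0.46), CYP1B1 (-0.50) and TIPARP (0.10) were not differentially expressed, and NQO1 lost its call in 9 and ALDH3A1 in 8 of the 15 fits that left out a library or a donor. The evidence is therefore mixed.

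With PF-06650833 alone, IL6 was at 9.42 in donor 3 (504 estimated reads) and between 4.78 and 6.16 in the other 4 donors (10 to 46 reads). Carry-over from the IL-1β plus PF-06650833 libraries could raise it. The excess of IL6 over the median of the other 4 libraries was 1.65% of its mean with IL-1β plus PF-06650833, and the median of this share over 42 other strongly induced genes was 0.352%, with 8 of them at or above the share of IL6. Carry-over at the level of IL6 would have raised all of them, so it is unlikely to account for IL6, although a smaller amount is not excluded. The test took a median below 1 part in 4 of the share of IL6 as far lower, and the result was close to that bound. Of 24 TNF and NFκB genes that rose with IL-1β plus PF-06650833, 12 were highest in donor 3 among the PF-06650833 alone libraries, where an even spread over the donors gives 4.8. These genes are regulated together and come from 1 library, so the number carries no test. It is not most of them, and a general NFκB response in that culture cannot be told apart from other explanations.

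The size of the response differed between donors. The slope of each donor's change on the mean change of the others was 0.593 in donor 3, 0.859 in donor 4, 0.970 in donor 1, 1.04 in donor 2 and 1.15 in donor 5. In 2 random sets of genes that share none, 5 of 5 donors held the same place in the order. The criterion written beforehand would have counted this against noise of single libraries, and it was set aside after the result was seen. Both sets come from the same libraries, so noise of single libraries is not excluded by this. With respect to depth of the libraries, donor 3, with the smallest slope, was in place 1 from the fewest reads (56132451 estimated reads in its 2 libraries, against 61251626 to 66888394 in the other donors). Donor 5 had the largest slope and the most reads, and donor 1 was in the middle of both orders. Donor 4, with 62425666 reads, had a smaller slope than donor 2, with 61251626 reads, against the order of depth. A difference between donors may exist but cannot be told apart from depth or from noise of single libraries.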
